# CRMP2 derived from cancer associated fibroblasts facilitates progression of ovarian cancer via HIF-1α-glycolysis signaling pathway

**DOI:** 10.1038/s41419-022-05129-5

**Published:** 2022-08-04

**Authors:** Yunfeng Jin, Saiyan Bian, Hui Wang, Jiahang Mo, He Fei, Li Li, Tong Chen, Hua Jiang

**Keywords:** Cancer, Tumour biomarkers

## Abstract

As the predominant stroma cells of tumor microenvironment (TME), cancer associated fibroblasts (CAFs) are robust tumor player of different malignancies. However, less is known about the regulatory mechanism of CAFs on promoting progression of ovarian cancer (OvCA). In the present study, the conditioned medium of primary CAFs (CAF-CM) from OvCA was used to culture cell lines of epithelial ovarian cancer (EOC), and showed a potent role in promoting proliferation, migration and invasion of cancer cells. Mass spectrum (MS) analysis identified that Collapsin response mediator protein-2 (CRMP2), a microtubule-associated protein involved in diverse malignancies, derived from CAFs was a key regulator responsible for mediating these cell events of OvCA. In vitro study using recombinant CRMP2 (r-CRMP2) revealed that the protein promoted proliferation, invasion, and migration of OvCA cells through activation of hypoxia-inducible factor (HIF)-1α-glycolysis signaling pathway. The CRMP2 was abundantly expressed in OvCA, with a well correlation with metastasis and poor prognosis, as analyzed from 118 patients’ samples. Inhibition of the CRMP2 derived from CAFs by neutralizing antibodies significantly attenuated the tumor size, weights, and metastatic foci numbers of mice in vivo. Our finding has provided a novel therapeutic clue for OvCA based on TME.

## Introduction

Ovarian cancer (OvCA) is a leading fatal gynecologic malignancy worldwide [1]. Despite traditional debulking surgery combined with chemotherapy and adjuvant therapies, 75% of patients develop advanced-stage (III–IV) with a low 5-year survival rate and recurrence within 3 years [2, 3]. Approximately 90% of cases are of epithelial ovarian cancer (EOC) characterized by dissemination and metastasis [4]. Therefore, the metastatic and recurrence mechanisms of OvCA need to be profoundly elucidated.

Recently, growing evidence suggested that cancers are not solely considered as core neoplastic cells, but as a dynamic crosstalk with the milieu of the tumors. By establishing communication with the tumor microenvironment (TME), tumor cells gain potent ability to sustain growth and metastasis [5–7]. Cancer-associated fibroblasts (CAFs), the predominant stromal cells of TME, modulate tumor progression by secreting various pro-inflammatory cytokines (IL-6 [8], IL-8 [8], TGF-β [9], hepatocyte growth factor (HGF) [10], vascular cell adhesion molecules-1 (VCAM-1) [11], and chemokines (CXCL12, CXCL14, CXCL1) [12–14]. Cancer cells are a reservoir of different soluble factors which can recruit and activate normal fibroblasts and reprogram them to produce various factors that favor cancer growth and spread [15, 16]. As a feedback, cancer cells can activate CAFs to produce various tumor-associated mediators to favor cancer growth and spread. Given the CAFs are involved in progression of OvCA in cross-talk with various signaling pathways, the extensive insights into the regulatory mechanisms of CAFs on the development of OvCA are greatly significant.

In the present study, we found that Collapsin response mediator protein-2 (CRMP2), also known as dihydropyrimidinase-like protein-2 (DPYSL2), was abundant in the supernatant of CAFs in comparison with normal ovarian fibroblasts (NOFs) by mass spectrum (MS) analysis. CRMP2, a 62KDa microtubule-associated protein (MAP), has been shown to participate in progression of multiple types of tumors [17–21]. We herein demonstrated that CRMP2 derived from CAFs promoted tumor progression in vivo and in vitro. Unbiased RNA-seq analysis revealed that CRMP2 activated hypoxia inducible factor (HIF)-1α-glycolysis signaling pathway.

By using the “Warburg effect”, cancer cells exhibit atypical glucose metabolism features [22] to mediate tumor progression [23, 24]. We also demonstrated that CRMP2 significantly promoted aerobic glycolysis of cancer cells. Tumor microarray (TMA) analysis showed that CRMP2 was correlated with metastasis and poor prognosis. Taken together, our results revealed the mechanism of CAF-derived CRMP2 in facilitating the progression of OvCA.

## Results

### CAFs promoted proliferation, migration and invasion of ovarian cancer cells (OCCs)

Primary CAFs and NOFs were isolated from EOC patients, as previously described [25]. They showed spindle- and stellate-like morphology with expression of specific markers α-SMA, FAP, and vimentin (Fig. 1A). Western blotting, RT-qPCR and immunofluorescence analysis demonstrated that α-SMA and FAP were both significantly increased in CAFs comparing with those in NOFs, while vimentin was unaffected (Fig. 1B, C and Supplementary Fig. 1A).

**Fig. 1:**
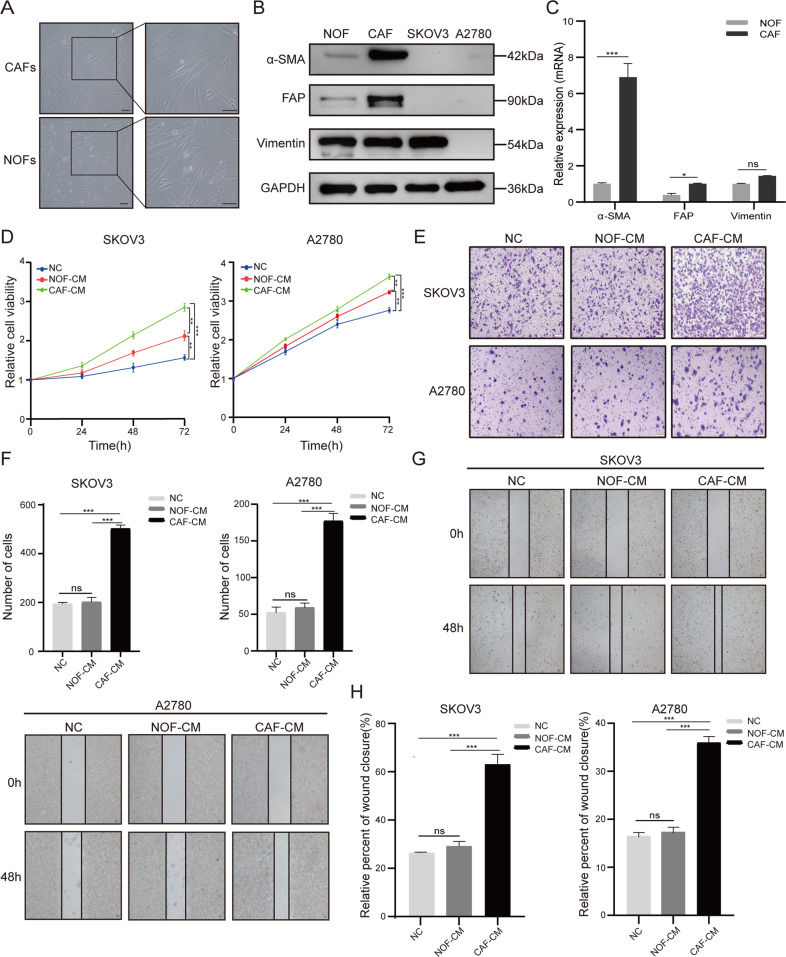
The conditioned medium (CM) of CAFs promotes proliferation, migration, and invasion of OCCs. **A** The typical morphological images of primary CAFs and normal ovarian fibroblasts (NOFs). Bar = 100 μm. **B**, **C** Western blotting and RT-qPCR analysis presented the expression of their representative markers (α-SMA, FAP, and vimentin). **D** CCK8 assay was used to analyze the viability of SKOV3 and A2780 cells co-cultured with CAF-CM and NOF-CM. **E**, **F** Cell invasion was assessed by Transwell assay in SKOV3 and A2780 cells after 48-h co-cultured with conditioned medium (100×magnification). **G**, **H** Cell migration ability was measured by wound healing assay in SKOV3 and A2780 cells (100×magnification). The quantitative analyses were performed using ImageJ software. Results are presented as the mean ± SD of three independent experiments. *P < 0.05, ***P < 0.001, ns not significant.

CAFs play diverse supportive roles in different malignancies [26–29]. To elucidate their roles in OvCA, the conditioned medium of CAFs (CAF-CM) was used to culture EOC cell lines (SKOV3 and A2780). CCK8 assay revealed that both CAF-CM and NOF-CM were able to promote OCCs proliferation (*P* < 0.01) with higher efficiency for the CAF-CM (*P* < 0.001) (Fig. 1D). Transwell assay showed that CAF-CM remarkably facilitated invasion of both cell lines in comparison with NOF-CM or negative control (NC) (Fig. 1E, F). Wound healing assay displayed that both SKOV3 and A2780 cells cultured with CAF-CM for 48 h exhibited increased migration ability (Fig. 1G, H). These results indicate that CAFs can promote progression of OvCA.

### Differential expressed proteins were characterized from CAF-CM and NOF-CM

To further take an insight into different biological behaviors caused by CAFs and NOFs, a 48-h conditional supernatant was collected for the MS analysis. As data showed, a total of 126 differential proteins were expressed in CAF-CM (Fig. 2A), among which 95 (red spots) and 31 (blue spots) were obviously upregulated and downregulated in CAF-CM, respectively (Fig. 2B). Most of the differential proteins were found to distribute in extracellular exosome (Supplementary Fig. 1B). The top ten biological function processes, molecular functions and KEGG metabolic pathways were presented in Supplementary Fig. 1C–E, and the most 20 differential proteins were shown in Fig. 2C. Eight differentially upregulated proteins, including ITGBL1, DPYSL2 (CRMP2), COGA1, SYTC, POSTN, 1433 F, LGMN, and PARK7, were significantly abundant in CAF-CM (log2 ratio > 3.00, *P* < 0.05) (Supplementary Table 1). As CRMP2 has been shown to participate in various malignancies and was enriched in differential proteins of CAF-CM (log2 ratio = 5.44, *P* < 0.007), it was possibly the core regulator of CAFs in promoting progression of OvCA. ELISA assay was performed to measure the contents of CRMP2 in CAF-CM, showing consistent results as those of MS analysis (Fig. 2D). Immunoblot indicated that CRMP2 was upregulated in CAFs, comparing to the NOFs, SKOV3, and A2780 cells (Fig. 2E).

**Fig. 2:**
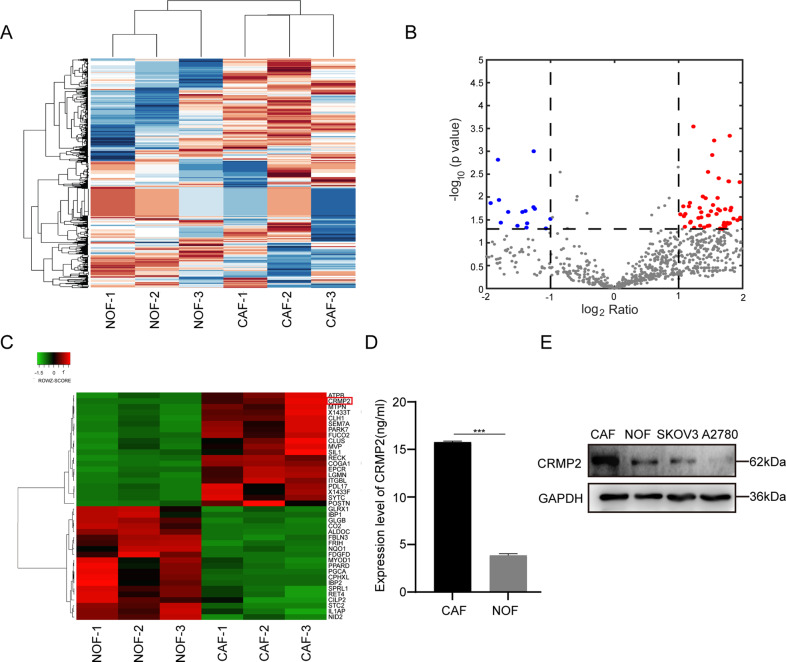
Differential expressed proteins were characterized from CAF-CM and NOF-CM. **A** Mass spectrum analysis of significant differential proteins in the supernatant of CAFs and NOFs. **B** Volcano plot depicted 95 differential proteins which were abundant in CAFs (red spots, log2 ratio > 2, *P* < 0.05). The bule spots represented the down-regulated proteins. **C** The top 20 significantly differentiated proteins were listed in the heatmap. CRMP2 (DPYL2, DPYSL2) was marked with a red square frame. **D** ELISA assay detected the expression of CRMP2 in the supernatant of CAFs and NOFs. **E** Western blotting analyzed the expression of CRMP2 in CAFs, NOFs, SKOV3, and A2780 cells. Results are presented as the mean ± SD of three independent experiments. ***P < 0.001.

### CRMP2 derived from CAFs promoted proliferation, migration and invasion of OCCs

To address the roles of CRMP2 derived from CAFs in OvCA, SKOV3 and A2780 cells were cultured with CAF-CM, NOF-CM, CAF-CM + IgG and CAF-CM + CRMP2 neutralizing antibody (CRMP2-Ab). ELISA assay showed that CRMP2 antibodies effectively neutralized CRMP2 in CAF-CM (Supplementary Fig. 2A). CCK8 assay demonstrated that OCCs co-cultured with CAF-CM were more viable than with NOF-CM. However, treatment with CRMP2-Ab significantly inhibited the proliferation of cells (*P* < 0.001) (Fig. 3A). Transwell and wound healing assay showed that both SKOV3 and A2780 cells co-cultured with CAF-CM displayed more invasive and migratory abilities, and addition of CRMP2-Ab efficiently mitigated these effects (Fig. 3B–E, and Supplementary Fig. 2B). Also, addition of r-CRMP2 into the culture medium was able to remarkably enhance proliferation, invasion and migration abilities of OCCs (Fig. 3F–J and Supplementary Fig. 2C).

**Fig. 3:**
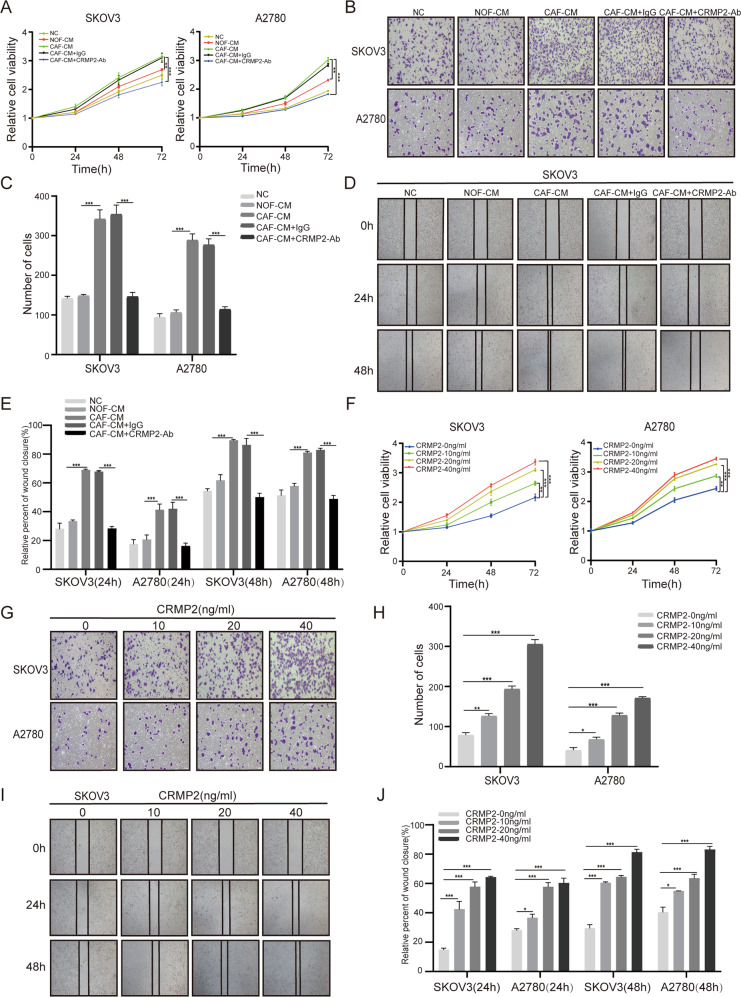
CRMP2 derived from CAFs promotes proliferation, migration, and invasion of OCCs. **A**–**E** SKOV3 and A2780 cells were cultured with CAF-CM, NOF-CM, CAF-CM + IgG, and CAF-CM + CRMP2 neutralizing antibody (Ab) (5 ng/ml). **A** CCK8 assay detected the cell viability of SKOV3 and A2780 cells after neutralizing CRMP2 of CAF-CM. **B**, **C** Cell invasion ability was validated by Transwell assay after 48 h (100×magnification). **D**, **E** Cell migration was measured via wound healing assay in the time point of 24 h and 48 h after blocking CRMP2 of CAF-CM, respectively (40×magnification). **F**-**J** SKOV3 and A2780 cells were treated with different dose of human recombinant CRMP2(r-CRMP2). **F** CCK8 assay was performed to examine OCCs viability. **G**, **H** Transwell assay was used to estimate cell invasion ability in different concentration of r-CRMP2 (100×magnification). **I**, **J** Wound healing assay was used to measure cell migration ability after treating with r-CRMP2 at 24 h and 48 h (40×magnification). Tanswell and wound healing quantitative analyses were performed using ImageJ software. Results are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ns not significant.

It is interesting to understand the role of endogenous CRMP2 in the cell events of OvCA, as CRMP2 was detected in the SKOV3 and A2780 cells by RT-qPCR and immunoblot, showing a differential abundance (Supplementary Fig. 2D). Thus, CRMP2 in SKOV3 was knocked down with siRNA3 (KD3) and siRNA4 (KD4), while in A2780 cells was overexpressed with CRMP2-plasmids to examine the loss-of and gain-of functions (Supplementary Fig. 2E–H). Results revealed that silencing CRMP2 in SKOV3 cells inhibited proliferation, migration and invasion of the cells (Supplementary Fig. 3A–E), whereas overexpressing CRMP2 in A2780 cells resulted in more malignant properties (Supplementary Fig. 3F–J). Therefore, CRMP2 either derived from CAFs or endogenously expressed in OvCA can act as tumor players in OvCA progression.

### CRMP2 derived from CAFs activated HIF-1α-glycolysis signaling pathway

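RNA was collected from 6 cultures of A2780, a human ovarian cancer cell line: 3 were untreated and 3 were treated with recombinant human CRMP2 (r-CRMP2). Polyadenylated RNA was sequenced. The sample labels give a dose of 40 ng/ml and a time of 48 h, which the paper's text does not state for the sequenced cells. For each library, the authors deposited the reads counted on each of 44591 genes, without normalization, together with TPM values. The deposited TPM differed by at most 4.72e-06 from the count divided by the deposited gene length and rescaled, so the counts were used. The counts summed to 25404513, 21888530 and 24408514 in untreated replicates 1, 2 and 3, with a median of 24408514. They summed to 23210668, 22543903 and 25711353 in r-CRMP2 replicates 1, 2 and 3, with a median of 23210668. The 10 most abundant genes took between 7.59% and 8.93% of the counts of a library. Replicate libraries of 1 group differed by more than sampling noise, with a chi-square between 2.77 and 6.86 per degree of freedom, and none was counted as a duplicate. Across genes, which are not independent replicates, the correlation of log2 CPM, the counts scaled to a common library total, was between 0.989 and 0.993 within a group and between 0.955 and 0.969 across groups. The counts were compared with edgeR's quasi-likelihood test, after TMM normalization and a filter on low counts that left 16222 genes. The TMM factors were 1.10, 1.12 and 1.12 in the untreated libraries and 0.922, 0.878 and 0.894 in the r-CRMP2 libraries. The choice of scaling moved all fold changes: the median log2 fold change of the genes tested was -0.03 with TMM and -0.34 with library size alone.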

To investigate the possible signaling pathways involved in OvCA progression caused by CRMP2, we performed RNA-sequencing and bioinformatics analysis on A2780 cells treated with r-CRMP2 (A2780 + r-CRMP2). Data showed that a total of 1045 and 1500 genes were upregulated and downregulated in treated group compared with the control (log2 (Fold Change) > 1 and Q-value < 0.05), respectively (Supplementary Fig. 4A). 

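Of the 16222 genes tested, 831 were upregulated and 1437 downregulated in the r-CRMP2 group at an adjusted p-value threshold of 0.05 and a log2 fold change threshold of 1, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without the fold change threshold, which was the alternative that moved the counts most, 4574 genes were higher and 4875 lower. With library size alone in place of TMM, 489 genes were upregulated and 2553 downregulated. With the replicate number as a block, 819 genes were upregulated and 1437 downregulated, of which 809 and 1409 were shared with the fit without the block. The deviations of same-numbered libraries from their group means had correlations across genes of -0.02, 0.0038 and -0.03 for replicates 1, 2 and 3, so the numbers gave no evident pairing. Among genes with a mean normalized count of at least 50 and no overlap between the groups, the 4 largest rises were in EDN2, ANKRD37, LOC100420062 and ADM. EDN2 (chromosome 1, 41944446 to 41950354 in the deposited coordinates) rose from 2.46 ± 0.501 CPM (SD, n = 3) to 139.9 ± 34.9 CPM (SD, n = 3). This was a log2 fold change of 5.83 (standard error 0.28, adjusted p = 2.04e-14 from edgeR's quasi-likelihood test). The log2 fold changes of the other 3 genes lay between 3.70 and 4.43. ANKRD37 shares transcript sequence with UFSP2, and LOC100420062 lies inside AP2B1 on the opposite strand, so the counts of both are uncertain. The 5 largest falls were in EGR1, LCMT2, MEOX1, PPP1R10 and SPINK5. EGR1 (chromosome 5, 137801181 to 137805004) fell from 109 ± 42.2 CPM (SD, n = 3) to 4.63 ± 1.84 CPM (SD, n = 3). The log2 fold change of EGR1 was -4.55 (standard error 0.47, adjusted p = 3.43e-11 from the same edgeR test). The log2 fold changes of the other 4 falling genes lay between -3.67 and -3.40.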

KEGG pathway analysis revealed that the top three enriched pathways were involved in the herpes simplex virus infection, HIF-1 signaling and Hedgehog signaling (log2 (Fold Change) > 1 and Q-value < 0.05) (Fig. 4A). 

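The KEGG gene sets were not used here, so hand-written lists of pathway members stood in for them, and the genes named ZNF followed by a number stood in for the zinc-finger genes that are counted in the herpes simplex virus 1 infection pathway. Each list was tested for over-representation among the genes past both thresholds in either direction (one-sided Fisher's exact test against the genes tested, Benjamini-Hochberg adjustment over 4 lists). Of 356 ZNF genes tested, 85 were past both thresholds, an odds ratio of 1.97 (adjusted p = 1.22e-06 from Fisher's exact test). Of these, 4 rose and 81 fell. The HIF-1 signaling list had 14 of 86 genes (16.3%) past both thresholds, against 14.0% of all genes tested, an excess that did not pass the threshold (odds ratio 1.20, adjusted p = 0.312 from Fisher's exact test). Of the 14 genes, 13 rose and TLR4 fell. The odds ratio of this list was 0.771 with library size alone and 2.79 against all genes listed in the files. The Hedgehog signaling list had 10 of 45 genes past both thresholds (odds ratio 1.76, adjusted p = 0.178 from Fisher's exact test). Of these, CSNK1E rose and 9 genes fell, among them GLI1 (log2 fold change -1.87, standard error 0.43, adjusted p = 6.97e-05 from edgeR's quasi-likelihood test). GLI1 had few counts, with means of 2.52 CPM in untreated and 0.687 CPM in r-CRMP2 cells. PTCH1, also in the list, rose by 0.30 (adjusted p = 0.014 from the edgeR test). Over the list, 11 genes were higher and 23 lower at the adjusted p-value threshold. With the replicate number as a block, the odds ratios of the ZNF, HIF-1 signaling and Hedgehog signaling lists were 2.01, 1.21 and 1.77.

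**Figure D1:**
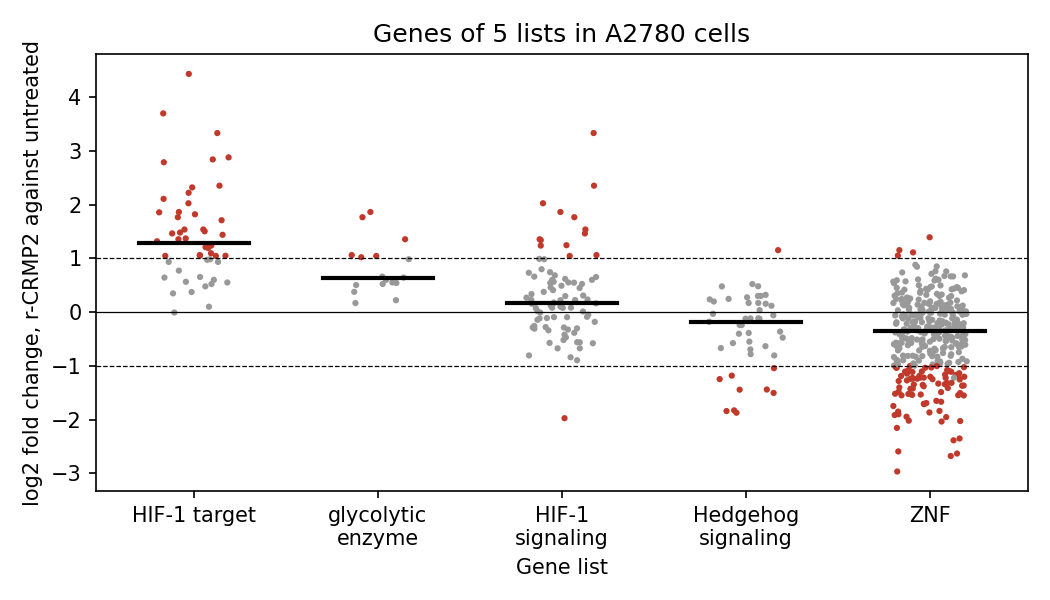
Log2 fold change between r-CRMP2-treated and untreated A2780 cells for every tested gene of 5 lists, 1 point per gene, with the median as a black bar. Red points are past both thresholds, and dashed lines mark log2 fold changes of 1 and -1. The medians were 1.28 for HIF-1 targets, 0.64 for glycolytic enzymes, 0.17 for HIF-1 signaling, -0.18 for Hedgehog signaling and -0.36 for ZNF genes. With library size alone, the median of HIF-1 signaling was -0.14, below 0, and the other medians kept their sign.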

As what was analyzed from KEGG pathway mapper, the glycolysis pathway was regulated by the HIF-1α signaling pathway and involved in different malignancies [30–34]. Glycolysis signaling was contained in the most enriched 18 signaling pathways and 16 genes were enriched in the downstream of HIF-1 signaling, including *HK2, PFKFB3, PDK1, PGK1* and *VEGFA* (Fig. 4A). 

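In the glycolysis/gluconeogenesis list, 8 of 46 genes tested (17.4%) were past both thresholds, an excess over all genes tested that did not pass the threshold (odds ratio 1.30, adjusted p = 0.312 from the one-sided Fisher's exact test over 4 lists). With the replicate number as a block, the odds ratio was 1.30. It was 0.777 with library size alone. Without the fold change threshold it was 1.82, and the list passed (adjusted p = 0.0417 from Fisher's exact test). Of the 8 genes, 7 rose and GAPDHS fell. Of the genes named for HIF-1 signaling, HK2 (chromosome 2, 75059782 to 75120481 in the deposited coordinates) rose from 241 ± 18.1 to 877 ± 27.9 CPM (SD, n = 3 in each group). HK2 had a log2 fold change of 1.86 (standard error 0.07, adjusted p = 1.09e-13 from edgeR's quasi-likelihood test). PFKFB3 (chromosome 10, 6186841 to 6277508) rose from 33.5 ± 0.722 to 97.4 ± 6.98 CPM (SD, n = 3 in each group), a log2 fold change of 1.54 (adjusted p = 2.01e-12 from the edgeR test). PDK1 (chromosome 2, 173420101 to 173490351) rose from 36.9 ± 1.23 to 102 ± 6.79 CPM (SD, n = 3 in each group), a log2 fold change of 1.46 (adjusted p = 3.33e-12 from the edgeR test). VEGFA (chromosome 6, 43737946 to 43754224) rose from 121 ± 8.92 to 617 ± 76.9 CPM (SD, n = 3 in each group), a log2 fold change of 2.35 (adjusted p = 9.93e-14 from the edgeR test). PGK1 (chromosome X, 77359666 to 77382324) rose from 1933 ± 214 to 3825 ± 216 CPM (SD, n = 3 in each group). Its log2 fold change of 0.98 (standard error 0.10, adjusted p = 3.17e-09 from the edgeR test) was just under the threshold of 1, and was 1.00 with RLE size factors. For each of these genes, all 3 r-CRMP2 libraries were above all 3 untreated libraries. The paper states that glycolysis is regulated by HIF-1α signaling.

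**Figure D2:**
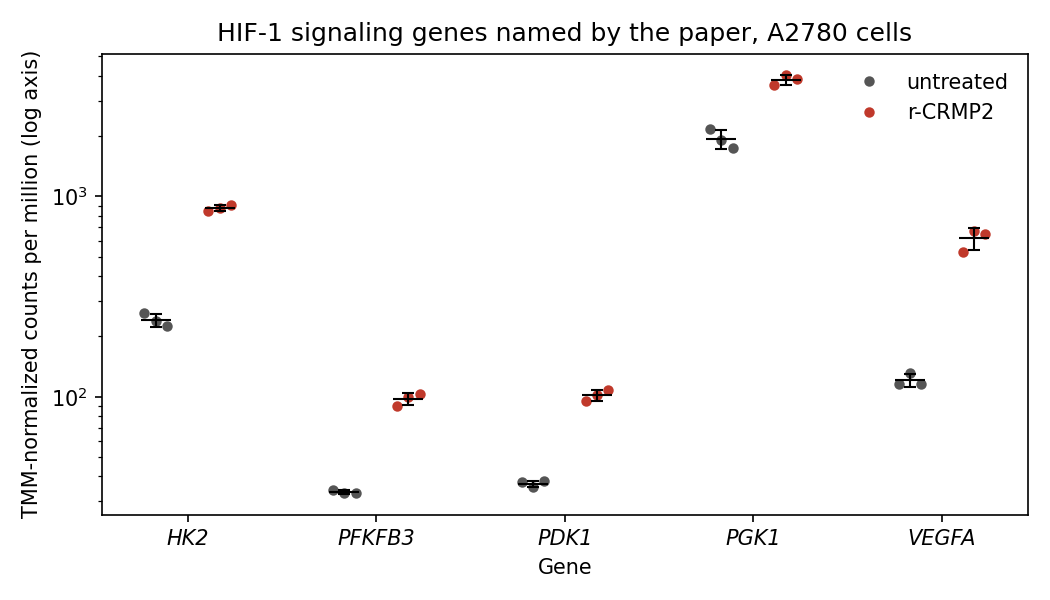
TMM-normalized CPM (log axis) of HK2, PFKFB3, PDK1, PGK1 and VEGFA in the 3 untreated (grey) and 3 r-CRMP2-treated (red) A2780 libraries. Points are libraries and bars are the mean and SD, and the groups do not overlap for any of the 5 genes.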

GO analysis revealed that the predominant biological process of the differential genes was mainly associated with hypoxia and glycolysis (GOBPID:00016666, *P* = 4.73e-06) (Supplementary Fig. 4B). In addition, CRMP2 was positively co-related with HIF-1α via correlation analysis (R = 0.46, *P*-value = 0) (Supplementary Fig. 4C).

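The GO terms were not used here. A hand-written list of 50 HIF-1 targets had a median log2 fold change of 1.28 in r-CRMP2-treated cells, and 48 of the genes were higher at the adjusted p-value threshold of 0.05 and none lower. The list was higher than the other genes tested (adjusted p = 4.61e-21 from limma's camera, two-sided, inter-gene correlation set to 0.01, Benjamini-Hochberg adjustment over 3 lists). All 17 genes of a list of glycolytic enzymes were higher, with log2 fold changes from 0.17 to 1.86 and a median of 0.64 (adjusted p = 2.89e-08 from camera). With the replicate number as a block, the medians were 1.28 and 0.64 (adjusted p = 4.05e-19 and 2.21e-07 from camera). With library size alone, the medians were 0.97 and 0.33. The smallest rise of a glycolytic enzyme, 0.17, was under the shift of 0.32 between the 2 scalings. GAPDH, HK2 and PGK1, among others, were in both lists, so the 2 results are not independent. The glycolytic enzyme list leaves out GAPDHS, PGAM2 and ENO3, which fell (log2 fold changes -2.46, -0.87 and -0.38). With the inter-gene correlation estimated from the 6 libraries, neither list passed the threshold (adjusted p = 0.213 for each from camera). The adjustment over 3 lists gave each the largest of their p-values, so 0.213 does not rank them. An estimate from 6 libraries is also a rough one.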

**Fig. 4:**
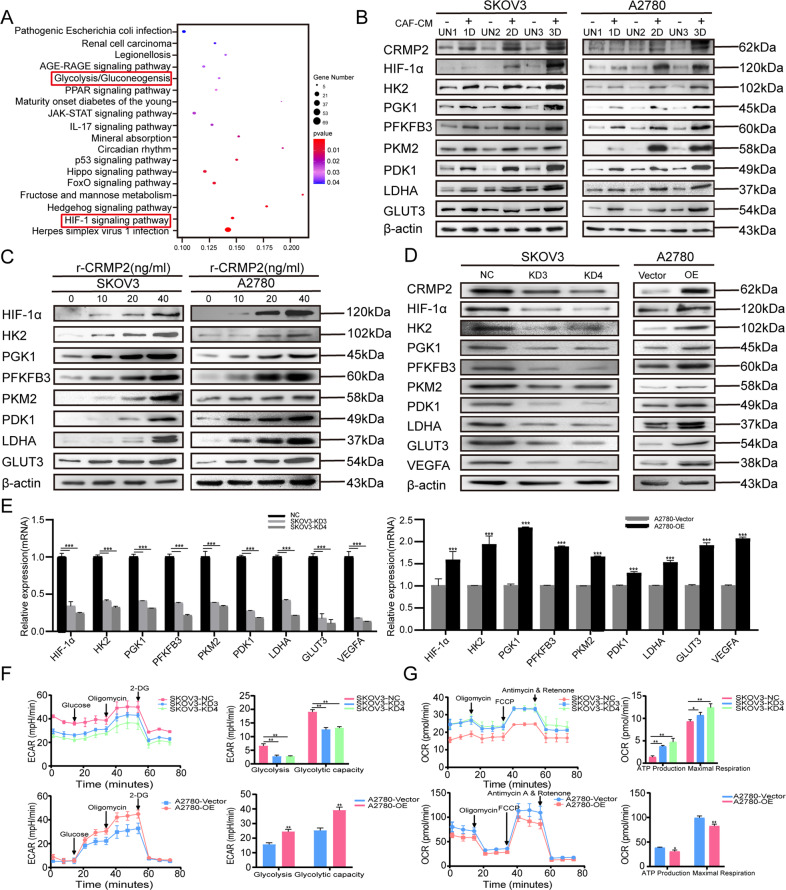
CRMP2 derived from CAFs activates HIF-1α-glycolysis signaling pathway. **A** RNA-sequencing analysis of the differential genes based on A2780 cells treated with r-CRMP2. KEGG bubble map displayed the top 18 pathways enriched in the differential genes (log2 (Fold Change) > 1 and Q-value < 0.05). HIF-1α signaling pathway and glycolysis/gluconeogenesis pathway were both statistically significant (*P* < 0.05). Size of bubble represented the gene number while the color represents the *P*-value. **B** Western blotting validated the HIF-1α-glycolysis pathway using co-culture models from one day (1D) to three days (3D). UN1-3: cells untreated with CAF-CM were set as the controls of 1–3 day. **C** Western blotting detected the HIF-1α-glycolysis pathway after treatment with different concentrations of r-CRMP2 (ng/ml). **D**, **E** Western blotting and RT-qPCR analysis of the HIF-1α-glycolysis pathway after knocking down CRMP2 in SKOV3 cells and overexpressing CRMP2 in A2780 cells. **F**, **G** Seahorse XF Extracellular Analysers were used to detect extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) on CRMP2-silenced SKOV3 (SKOV3-KD) and CRMP2-overexpressed A2780 (A2780-OE) cells. **F** Respective images of ECAR measurement in SKOV3-KD and A2780-OE cells. Glycolysis and glycolytic capacity were analyzed in SKOV3-KD and A2780-OE cells. **G** Respective images of OCR measurement in SKOV3-KD and A2780-OE cells. ATP production and maximal respiration were analyzed using GraphPad software. Results are presented as the mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001. UN untreated. NC negative control.

Immunoblot and RT-qPCR were performed to substantiate HIF-1α-glycolysis pathway. As HIF-1 could be activated through the most classic signaling pathway PI3K-Akt-mTOR [35], we also validated the upstream pathway PI3K-Akt-mTOR using Immunoblot. SKOV3 and A2780 cells were either cocultured with CAFs or treated with 0–40 ng/ml r-CRMP2. Results showed that the protein levels of CRMP2, HIF-1α, glycolysis-related enzymes, GLUT3, P-Akt and P-S6k were significantly increased when cells co-cultured with CAFs for 1 day to 3 days (Fig. 4B, Supplementary Fig. 4D, E and Supplementary Fig. 5). They were also induced by r-CRMP2 in a dose-dependent manner (Fig. 4C, Supplementary Fig. 4F, G and Supplementary Fig. 5). To shed light on the endogenous roles of CRMP2 in regulation of glycolysis-related enzymes, gain the function in A2780 cells and loss of the function in SKOV3 cells for the CRMP2 were performed. Results displayed that silencing CRMP2 in SKOV3 cells significantly reduced the protein levels of HIF-1α and its downstream glycolysis-related enzymes, including *HK2, PGK1, PFKFB3, PKM2, PDK1* and *LDHA*. Meanwhile, the expression of GLUT3 and VEGFA were both downregulated. Contrarily, overexpression of CRMP2 in A2780 cells made the opposite effects (Fig. 4D, E). Noteworthily, CRMP2 derived from CAFs was shown to participate in angiogenesis by promoting production of VEGFA (Fig. 4D, E), and treatment with the CRMP2-Ab could effectively inhibit tubule formation of human umbilical vein endothelial cells (HUVECs) (Supplementary Fig. 6A), while r-CRMP2 was able to enhance tubule formation (Supplementary Fig. 6B).

Seahorse XF Extracellular Analysers were subsequently used to detect the extracellular acidification rate (ECAR) in CRMP2-silenced SKOV3 (SKOV3-KD) and CRMP2-overexpressed A2780 (A2780-OE) cells. ECAR was significantly decreased in CRMP2-silenced SKOV3 cells but increased in the A2780-OE group (Fig. 4F). oxygen consumption rate (OCR), which reflects mitochondrial respiration, displayed an opposite tendency to those of ECAR (Fig. 4G). The results indicate that CRMP2 is able to mediate hypoxia and glycolysis of OvCA *via* HIF-1α-glycolysis signaling pathway.

### CRMP2 derived from CAFs promoted tumor growth and metastases in vivo

Xenograft tumor and intraperitoneal metastasis models were established in vivo using BALB/c nude mice. SKOV3 cells and CAFs/NOFs were mixed at a ratio of 4:1 and injected subcutaneously and intraperitoneally. IgG and CRMP2-Ab were injected intraperitoneally from the second day. Xenograft tumor volumes in SKOV3 cells mixed with CAFs group were 1-2-fold larger than those with NOFs (*P* < 0.001) or SKOV3 groups (*P* < 0.001) (Fig. 5A, B). Interestingly, the group treated with CRMP2-Ab obviously attenuated tumor growth (Fig. 5A, B). Accordingly, the tumor of SKOV3 + CAFs group were much heavier than those of other groups, and application of CRMP2-Ab significantly decreased tumor weights (*P* < 0.001) (Fig. 5C). However, the weights of mice were unaffected (data not shown).

**Fig. 5:**
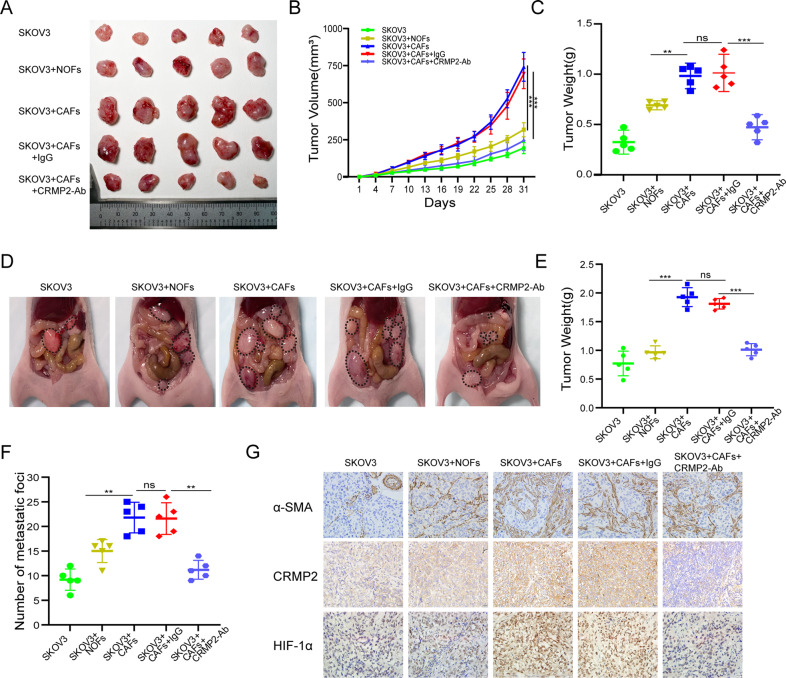
CRMP2 derived from CAFs promotes tumor growth and metastases in vivo. **A** The tumor xenografts were photographed on the 31st day of the experiment. IgG and neutralization antibody (Ab) were injected intraperitoneally on the second day of every three days. **B** Tumor volumes were recorded every three days. **C** Tumor weights were measured at the end of the experiment. **D** Intraperitoneal metastasis models were conducted. The peritoneal metastatic images were photographed at the end of the experiment, and the representative images of each group were displayed (black dotted circle). **E** Metastatic tumor weights were recorded. **F** The number of metastatic foci were calculated. **G** Immunohistochemistry (IHC) analysis of α-SMA, CRMP2 and HIF-1α in mice tumors of each group. **P < 0.01, ***P < 0.001, ns not significant.

In intraperitoneal metastasis model (Fig. 5D–F), CAFs significantly promoted the metastasis of SKOV3 cells. Tumor weights of SKOV3 + CAFs group were significantly increased comparing with those of SKOV3 (*P* < 0.001) and SKOV3 + NOFs groups (*P* < 0.001). Similarly, administration of CRMP2-Ab remarkably decreased the tumor weights and number of metastatic foci. Immunohistochemistry (IHC) analysis showed that CAFs grew in parallel with SKOV3, and CRMP2-Ab effectively attenuated CRMP2 and HIF-1α expression (Fig. 5G). Taken together, the data indicate that CRMP2 derived from CAFs promotes tumor growth and metastasis.

### CRMP2 contributed to poor prognosis in OvCA patients

We then performed IHC analysis and TAM assays to explore the correlation between CRMP2 and prognosis of OvCA patients. As shown in Fig. 6A, α-SMA was stained in tumor stroma and vascular smooth muscle in para-carcinoma tissues. CRMP2 was remarkably stained in the tumor tissues compared to the normal tissues. Immunofluorescence analysis showed the consistent results (Supplementary Fig. 6C, D).

**Fig. 6:**
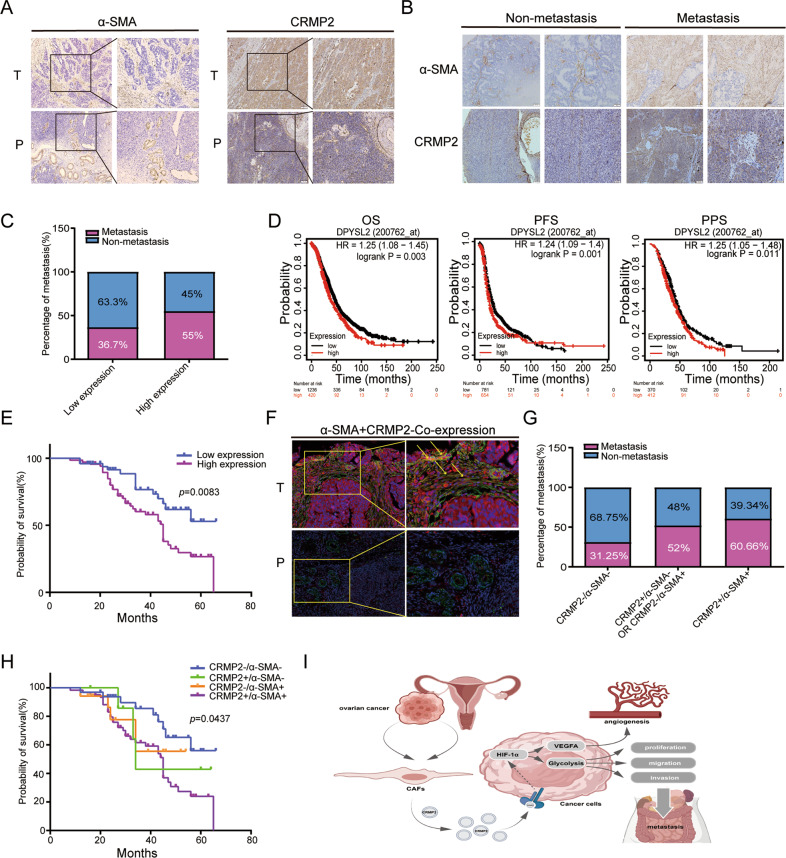
CRMP2 derived from CAFs contributes to poor prognosis in OvCA patients. **A** IHC analysis showed the expression of α-SMA and CRMP2 in epithelial ovarian cancer (EOC) tissues and para-carcinoma tissues (100×magnification, the zoomed-in section, 200×magnification). **B** Tissue microarray (TMA) containing 118 EOC patients was used to analyze expression of α-SMA and CRMP2 in non-and metastatic cases. **C** High expression of CRMP2 was correlated with tumor metastases. **D**, **E** Both Kaplan–Meier plotter and TMA analyses validated the high expression of CRMP2 that was related to poor prognosis. **F** There were α-SMA and CRMP2 co-expression in tumor stroma via immunofluorescence analysis (yellow arrow). No signal was detected in para-carcinoma tissues (200×magnification, the zoomed-in section, 400×magnification). Red and green fluorescence signal represented the expression of CRMP2 and α-SMA, respectively. While the yellow fluorescence signal represented co-expression. **G, H** CRMP2 + /α-SMA + represented the co-expression group, and the double positive group was associated with tumor metastases and probability of survival. **I** A schematic diagram showed that CRMP2 was secreted from CAFs and then stimulate the down-stream HIF-1α-glycolysis and HIF-1α-VEGFA signaling pathway to regulate the progression of ovarian cancer. OS overall survival, PPS post progression survival, PFS progression free survival.

TAM analysis revealed that α-SMA and CRMP2 were stained more abundantly in metastatic than in non-metastatic cases (*n* = 118) (Fig. 6B). CRMP2 was positively correlated with tumor metastasis and negatively correlated with the probability of survival (*P* = 0.0083) (Fig. 6C, E). Kaplan–Meier plot further validated the correlation of high expression of CRMP2 with poor overall survival, progression-free survival and post-progression survival (Fig. 6D). The clinical and pathological features of 118 cases and CRMP2 expression were presented in Table 1. CRMP2 expression was associated with histological stage (*P* = 0.004), FIGO stage (*P* = 0.012), peritoneal metastasis (*P* = 0.037), and lymphatic/peritoneal metastasis (*P* = 0.021). Immunofluorescence detected the co-localization of α-SMA and CRMP2 in tumor and para-carcinoma tissues, and they only co-expressed in tumor stroma tissues (yellow arrows). However, the co-expression signals were undetectable in normal tissues (Fig. 6F). In addition, the 118 patients were divided into four groups: CRMP2−/α-SMA−, CRMP2+/α-SMA−, CRMP2−/α-SMA+, and CRMP2+/α-SMA+. As shown in Fig. 6G, CRMP2+/α-SMA+ co-expression group accounted for 60.66% overall, and positively correlated with tumor metastases and an unsatisfactory prognosis (*P* = 0.0437) (Fig. 6H). The clinical and pathological parameters also demonstrated that CRMP2+/α-SMA+ co-expression was positively correlated with histological stage (*P* = 0.025), FIGO stage (*P* = 0.013), and lymphatic/peritoneal metastasis (*P* = 0.041) (Table 2). The results indicate that CRMP2 of CAFs in tumor stroma contributes to poor prognosis of OvCA patients.

**Table 1:** Clinicopathologic features and CRMP2 expression of TMA.

	CRMP2 expression			
Parameters	Total	Low	High	*P* value
Age (years)				
<50	42	19	23	0.339
≥50	76	30	46	
Histological Grade				
G1	22	15	7	
G2	14	8	6	0.004*
G3	82	26	56	
FIGO Stage				
I	52	26	26	
II	8	6	2	0.012*
III	58	17	41	
Lymphatic metastases				
No	77	36	41	0.083
Yes	41	13	28	
Peritoneal metastases				
No	62	31	31	0.037*
Yes	56	18	38	
Lymphatic & Peritoneal metastases				
No	58	30	28	0.021*
Yes	60	19	41	
Ascites				
No	74	33	41	0.248
Yes	44	16	28	
CA125 (U/ml)				
Normal (0–30)	30	16	14	0.096
High (>30)	88	33	55	

Chi-square test is used to analyze the statistical significance of CRMP2 expression in different subgroups. *P < 0.05.

Abbreviations: *CRMP2* collapsin response mediator protein-2, *FIGO* international federation of obstetrics and gynecology.

**Table 2:** Clinicopathologic features and CRMP2/α-SMA expression of TMA.

	CRMP2/α-SMA expression					
Parameters	Total	−/−	+/−	−/+	+/+	*P* value
Age (years)						
<50	42	12	3	6	21	0.992
≥50	76	20	5	11	40	
Histological Grade						
G1	22	11	1	4	6	
G2	14	5	2	3	4	0.025*
G3	82	16	5	10	51	
FIGO Stage						
I	52	19	5	6	22	
II	8	4	0	3	1	0.013*
III	58	9	3	8	38	
Lymphatic metastases						
No	77	25	6	11	35	0.227
Yes	41	7	2	6	26	
Peritoneal metastases						
No	62	23	5	7	27	0.053
Yes	56	9	3	10	34	
Lymphatic & Pertioneal metastases						
No	58	22	5	7	24	0.041*
Yes	60	10	3	10	37	
Ascites						
No	74	24	4	9	37	0.331
Yes	44	8	4	8	24	
CA125 (U/ml)						
Normal (0–30)	30	13	1	3	13	0.128
High (>30)	88	19	7	14	48	

Chi-square test is used to analyze the statistical significance of CRMP2/α-SMA expression in different subgroups. *P < 0.05.

Abbreviations: *CRMP2* collapsin response mediator protein-2, *α-SMA* α-smooth muscle actin, *FIGO* international federation of obstetrics and gynecology.

## Discussion

In the present study, MS analysis was performed to identify differential proteins in the supernatant of CAFs. The identified CRMP2 belongs to CRMP family (CRMP1-5), which are involved in the regulation of microtubule polymerization and axonal outgrowth [36]. CRMP2 mediates a range of other cellular functions, including apoptosis, proliferation, migration, and differentiation [37, 38]. CRMP2 is also ubiquitously expressed in non-neuronal cells, such as fibroblasts [17], leukocytes [39] and neuroblastoma cells [40]. It is recognized as a new class of MAP and is notable in cytoskeleton remodeling and maintenance of microtubule stability [41]. Recently, investigators have demonstrated that extracellular application of CRMP2 increased cytoplasmic calcium and further influence cell biological properties [42]. While aberrant expression of CRMP2 and nuclear phosphorylated CRMP2 were implicated in various malignancies, with increased expression in colorectal carcinoma [43] and bladder cancer [21], and decreased expression in breast cancer [19]. However, the exact role of CRMP2 in OvCA remains elusive.

In our research, we found that r-CRMP2 could promote proliferation, invasion, and migration of OCCs in vitro, while CRMP2-Ab significantly inhibited tumor growth and metastases in vivo. Similar to previous research [21, 43], CRMP2 was abundantly expressed in tumor stromal compared to para-carcinoma tissues. Co-expression analysis verified that α-SMA and CRMP2 were co-localized in tumor stroma, suggesting that CAFs secrete CRMP2 in tumor stroma and trigger reciprocal crosstalk between CAFs and OCCs. Contrary to what Shimada demonstrated [19], both our clinical data and Kaplan–Merier plot indicated that CRMP2 was positively correlated with poor prognosis and metastasis. Clinicopathological analysis demonstrated that CRMP2 was associated with FIGO stage, histological grade, and lymphatic/peritoneal metastasis. These distinct outcomes from different malignancies may attribute to tumor heterogeneity.

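In the RNA-seq libraries of A2780 cells, HIF1A (chromosome 14, 62162119 to 62214977 in the deposited coordinates), the gene of the HIF-1α subunit, rose from 149 ± 8.34 CPM (SD, n = 3) in untreated cells to 209.7 ± 8.67 CPM (SD, n = 3) with r-CRMP2. Its log2 fold change was 0.49 (standard error 0.06, adjusted p = 2.13e-06 from edgeR's quasi-likelihood test), under the threshold of 1. All 3 treated libraries were above all 3 untreated libraries. With library size alone in place of TMM, the log2 fold change of HIF1A was 0.18 (adjusted p = 0.0173 from the edgeR test), and over the other alternatives it lay between 0.45 and 0.54. With the replicate number as a block, it was 0.49.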

RNA-seq analysis revealed that application of CRMP2 could upregulate the expression of HIF-1 and the downstream glycolysis-related enzymes (*HK2, BFKFB3, PDK1, PGK1*), as well as VEGFA for angiogenesis. Hypoxia is recognized as a hallmark of TME, and HIF-1 is a key transcriptional regulator of tumor metabolism in hypoxic [44]. Activation of HIF-1 triggers a panel of down-stream genes (*GLUT1, PGK1, HK2, PGM, LDHA* and *MCT4*), and mediates tumor proliferation, angiogenesis, metastasis, cell invasion, migration and glucose metabolism [45, 46], showing consistency with our results. 

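Of the further genes named here, SLC2A1, which encodes GLUT1 (chromosome 1, 43391046 to 43424847 in the deposited coordinates), rose in the RNA-seq libraries from 341 ± 42.4 to 1388 ± 151 CPM (SD, n = 3 in each group). Its log2 fold change was 2.02 (standard error 0.14, adjusted p = 1.36e-12 from edgeR's quasi-likelihood test). LDHA (chromosome 11, 18415936 to 18429765) had a log2 fold change of 0.60 (standard error 0.09, adjusted p = 1.06e-06 from the edgeR test). SLC16A3, which encodes MCT4, had a log2 fold change of 0.42 (standard error 0.09, adjusted p = 6.27e-05 from the edgeR test). PGM1 had a log2 fold change of 0.35 (standard error 0.02, adjusted p = 4.41e-05 from the edgeR test). With library size alone, neither SLC16A3 (0.11, adjusted p = 0.133 from the edgeR test) nor PGM1 (0.04, adjusted p = 0.569 from the edgeR test) passed the adjusted p-value threshold.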

As a subunit of HIF-1, upregulation of HIF-1α has been reported in various human cancers with unsatisfactory outcomes [47–49]. We postulated that CRMP2 might regulate tumor progression *via* HIF-1α-glycolysis signaling pathway which has been found in several human malignances [24, 50]. Seahorse analysis validated that CRMP2 regulated glycolysis *via* enhancing the aerobic glycolytic capacity of tumor cells, while inhibiting their mitochondrial aerobic phosphorylation.

The question is raised as for how CRMP2 interacts with OCCs and then drives the HIF-1α-signaling pathway. As our MS analysis showed, the main subcellular localization of differential proteins was at extracellular exosomes. Findings support the note that CRMP2 could be released into extracellular milieu *via* exosomes and exerted its influence [36, 51]. Besides, Cecilia et al. found that in vitro CRMP2 increased cytoplasmic calcium through NMDA receptors (NMDARs) [42], and the NMDARs were also identified in SKOV3 and A2780 cells [52]. Calcium signaling pathway plays important role in cytoskeletal reorganization, cell migration and cancer metastasis [36], and regulates HIF-1 at different stages in different malignancies [53–55]. To our knowledge, HIF-1α is regulated *via* both O_2_-dependent and independent pathways [35]. HIF-1 activity requires its subunit HIF-1α, which is under the control of growth-factor signaling pathways, particularly the PI3K-Akt-mTOR pathway [56, 57]. However, the exact mechanisms have not been investigated in the present study, and they deserve further study.

In summary, we firstly showed that CRMP2 derived from CAFs was involved in progression of OvCA via the HIF-1α-glycolysis pathway. The identification of CRMP2 from CAFs provided us with a new understanding of CAFs in TME. Our results will be beneficial for the therapeutic strategies and provide a prognostic biomarker for diagnosis of OvCA.

## Material and methods

### Isolation of CAFs and NOFs

Primary CAFs and NOFs were isolated from fresh EOC tissues and their matched para-carcinoma tissues based on a previous study protocol [58] (See Supplementary Material and Methods). Cells were starved for 48 h, and conditioned media (CM) was obtained and stored at −80 °C. All experiments were based on 2–6 passages of fibroblasts, and data from each experiment were acquired from the same passage of CAFs and NOFs. This study was approved by the Institutional Ethics Committee of Fudan University. Informed consents were collected from all patients prior to analysis.

### Cell cultures and reagents

SKOV3 and A2780 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA) and Shanghai Fuheng Biological Technology Co., respectively. SKOV3 cells were cultured in RPMI 1640 (Gibco, Gaithersburg, MD, USA) and A2780 was maintained in DMEM (Invitrogen Carlsbad, CA, USA) supplemented with 10% FBS. Primer cells and HUVECs were cultured in DMEM/F12 (HyClone, UT, USA) containing 10% FBS at 37 °C in a humidified 5% CO_2_ incubator.

### Western blotting analysis

Proteins were extracted and blocked with western blocking buffer (Beyotime Biotechnology, China) for 1 h at room temperature, and then incubated with primary antibodies overnight at 4 °C. Horseradish peroxidase (HRP)-conjugated secondary antibodies were then incubated for 2 h. Specific bands were visualized using an enhanced chemiluminescence (ECL) kit (Millipore, MA, USA). (See Supplementary Table 2 for the antibodies dilution rate).

### Quantitative real-time PCR (RT-qPCR)

Total RNA was extracted using RNA-Quick Purification kit (ES Science, Shanghai, China) and reverse transcribed using PrimeScript RT reagent kit (Takara, Japan). RT-qPCR analysis was conducted to quantitate mRNA relative expression using SYBR Premix Ex Taq (Takara) with β-actin as internal reference. Fluorescence signal was confirmed by melting curve analysis, and mRNA levels of target genes were calculated using the 2 ^–ΔΔCT^ method (See Supplementary Table 3 for the primers used).

### Cell viability assay

Cell viability was determined by cell counting-8 (CCK8) kit (Dojindo, Kumamoto, Japan) following the manufacturer’s instructions. SKOV3 and A2780 cells were seeded in 96-well plates (5 × 10^3^/well), respectively, and cultured at appropriate time points. Ten microliters of CCK8 reagent solution was added to each well and incubated for 2 h at 37 °C. Optical density value was measured at 450 nm wavelength.

### Cell invasion assay

Cell invasion assays were performed using 24-well plates with diluted BD Matrigel (1:8, BD, CA, USA) to pre-coat the transwell chambers (BD Biosciences, San Diego, CA, USA). Cell suspension containing 1 × 10^5^/100 μl was seeded on the pre-coated upper chambers. Different treated conditioned mediums were added into the lower chambers (500 μl/well). After incubating for 48 h, the unpenetrated cells and Matrigel on the upper chambers were removed. Cells were then fixed with 4% paraformaldehyde and stained with 0.1% crystal violet solution. Images were acquired from five random fields under a microscope. Each condition was set in triplicate.

### Wound healing assay

Cells were cultured in a 6-well plate with 80-100% confluence and were scratched with sterilized 200 μL pipette tip. Then cells were washed with 1 × PBS to remove suspended cells. The different group of conditioned mediums were replaced and cultured for 24 h and 48 h in a 37 °C incubator. Images were photographed by microcopy on the same point of wound marked on the plate.

### Liquid chromatography mass spectrum (LC-MS/MS) analysis

The LC-MS/MS analysis was performed as previously described [59]. Detailed procedures were presented in the supplementary materials and methods. MS data were operated in data-dependent acquisition mode to automatically switch between Orbitrap-MS and ion trap acquisition. MS spectra were acquired within 300 m/z to 1400 m/z range. Target ions already selected for MS/MS were dynamically excluded for 18 s, with 5000 minimum intensities. The LC-MS/MS data were analyzed using MaxQuant software version 1.6.0.16 (Max Planck Institute of Biochemistry, Germany).

### Enzyme-linked immunosorbent assay (ELISA)

CRMP2 levels in the supernatant of disparate groups were detected using human CRMP2 ELISA kit (LifeSpan Bioscience, Seattle, WA, USA) according to the manufacturer’s instructions. The absorbance intensity of each sample was detected at 450 nm wavelength using an automatic microplate reader (BioTek Instruments, Winooski, VT, USA).

### RNA sequencing and bioinformatics analysis

RNA sequencing was performed at Guangzhou RiboBio Co. Ltd. as previously described [60, 61]. The RNA samples included 6 replicates (3 for A2780-untreated and 3 for A2780-treated with r-CRMP2). A total of 51711457 reads generated by Illumina based on polyadenylated selected (Poly-A+) RNAs. Detailed protocol and bioinformatics analysis were provided in supplementary materials and methods.

### Cell transfection

Transient transfection was performed using Lipofectamine 3000 reagent (Invitrogen). SKOV3 cells were transfected with small interfering RNA (siRNA; Transheep, Shanghai, China) to knockdown CRMP2. Human DPYSL2 (CRMP2)-pTSB02-GFP-PURO plasmid (Transheep) was used to overexpress CRMP2 in OCCs. The siRNA sequences were listed in Supplementary Table 4.

### Animal experiments

The animal experiments included six-week-old female nude mice (BALB/c-nu) with five mice per group and were performed as previously [11]. The mixed cell suspension (2 × 10^6^ SKOV3 and 5 × 10^5^ CAFs/NOFs, 4:1) were injected subcutaneously or intraperitoneally. The CRMP2 neutralizing antibody or IgG (50 mg/kg, Abcam, Cambridge, MA, USA) was sequentially injected intraperitoneally from the second day. Tumor formation was recorded every 3 days, and tumor volume was calculated as followed: Tumor volume (mm^3^) = d^2^ × D/2, where D and d represents the tumor longest and shortest diameters. The animals were sacrificed and dissected at the appropriate time. All animal experiments followed the norms of the *Medical Research Animal Ethics Committee of Fudan University*.

### Immunohistochemistry (IHC) and tissue immunofluorescence

The 4 mm paraffin-embedded tissue sections were stained using IHC. EDTA buffer (Invitrogen) was used to perform heat-induced antigen retrieval at 100 °C. Endogenous peroxidase was eliminated using 3% H_2_O_2_. Tissues were blocked with 10% FBS and incubated with corresponding primary antibody overnight at 4 °C. Slides were then incubated with HRP Rabbit/mouse polymer before visualization with liquid diaminobenzidine tetrahydrochloride plus substrate DAB chromogen from Dako REAL ENvison (Capinteria, CA, USA). All slides were counterstained with haematoxylin. The target proteins’ expression was analyzed with ImageJ software (Rawak Software, Germany).

For tissue immunofluorescence, the IHC procedure were performed first. On the second day, after incubating with primary antibodies, tissue sections were incubated with Alexa Fluor 488 donkey anti-mouse IgG(H + L) and Alexa Fluor 594 donkey anti-rabbit IgG(H + L) (Life Technologies, Gaithersburg, MD, USA) secondary antibodies, respectively, or with mixed antibody solution. Cell nuclei were stained with 4’,6-Diamidino-2-phenylindole (DAPI). Immuno-stained slides were cover-mounted with Prolong Gold antifade reagent (Invitrogen).

### Measurement of extracellular acidification rate (ECAR) and oxygen consumption rate (OCR)

Seahorse XFe96 Extracellular Flux Analyser (Agilent Technologies, Billerica, MA, USA) was used to detect glycolytic capacity and cellular mitochondrial function. Measurements were performed using Seahorse Glycolysis and XF cell Mito Stress Test kits (Seahorse Bioscience, Billerica, MA, USA). Cells were seeded in an Agilent seahorse XF96 cell culture plate at a density of 4 × 10^4^ cells per well and cultured with prepared XF medium (seahorse, 102353-100) the day before determination. The base medium, DMEM, was supplemented with 10 mM glucose, 2 mM glutamine and 2 mM pyruvate. The cell plate was placed in a non-CO_2_ incubator for 1 h prior to the assay. After monitoring baseline respiration, for ECAR measurement, 10 mM glucose, 2 μM oligomycin and 50 μM 2-DG were automatically injected into each well. In order, 2 μM oligomycin, 1 μM FCCP and 0.5 μM rotenone/antimycin were used to measure OCR. OCR and ECAR values were analyzed using Wave 2.6 software (Agilent Technologies) after the number of cells was renormalized.

### Tissue microarrays (TMAs) analysis

CRMP2 and α-SMA expression in OvCA tissues was detected using TMAs obtained from the Clinic Pathology Centre of the Affiliated Hospital of Nantong University (Jiangsu Province, China). A TMA set consisted of two sample slides containing 119 EOC patients with one patient losing follow-up (*n* = 118). IHC intensity and positive frequency were analyzed using ImageJ software. Each sample was evaluated by two experienced pathologists. A composite scorning [62], the IHC intensity scores, defined as 0 (negative), 1 (weak), 2 (moderate), and 3 (strong), was used for statistical analysis. Positive frequency was scored as follows: 0 (0%), 1 (1–10%), 2 (11–50%), 3 (51–80%), and 4 (≥81%). The composite expression score (CES) was calculated as follows: CES = 4 × (intensity − 1) + frequency. The full CES range was from 0 to 12, with CES < 4 and 4–12 defined as low and high expression case, respectively.

### Statistical analysis

All the data were expressed as the mean ± SD. Significant differences were analyzed by Student’s t-test, and one-way or two-way ANOVA. Multivariate Cox regression models were used to analyze the correlations between risk factors and survival outcomes. Statistical analysis and scientific graphing were performed using IBM SPSS22.0 Statistics for windows, version 22.0 (IBM Corp., Armonk, NY, USA) and GraphPad Prism 9.0 (GraphPad Software, San Diego, CA, USA). Statistical significance was set at *P* < 0.05.

## Supplementary information

Supplementary manuscript

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

Supplementary figure 6

Supplementary table 1

Supplementary table 2

Supplementary table 3

Supplementary table 4

aj-checklist

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) with the dataset identifier PXD034266. The RNA-seq data have been deposited in the GEO database under accession code GSE205385. All data generated or analyzed during this study are included in this article and its supplementary information files.

# Supplementary material for: CRMP2 derived from cancer associated fibroblasts facilitates progression of ovarian cancer via HIF-1α-glycolysis signaling pathway
**Source:** Cell Death Dis. 2022 Aug 4;13(8):675. doi: 10.1038/s41419-022-05129-5
**Supplement:** Supplementary file 1 — Supplementary manuscript

**Supplementary material and methods**

**Isolation of CAFs and NOFs**

Primary CAFs and NOFs were isolated from EOC tissues and their matched para-carcinoma tissues of three EOC patients who underwent surgery during 2019 and 2020 at Obstetrics and Gynecology Hospital of Shanghai, Fudan University. Patients who received any preoperative chemotherapy or radiotherapy were excluded. Tissues were washed with phosphate-buffered saline (PBS) to remove unwanted tissues (fat, necrotic material, and blood coagula). Then, tissues were minced into small pieces (1–2 mm^3^) and digested in the mixed digestion solution containing 0.25% trypsin solution (Gibco, Gaithwesburg, MD, USA), 2 mg/ml collagenase-type IV (Sigma, St Louis, MO, USA) and 1% penicillin/streptomycin (Thermo Fisher Scientific, Waltham, MA, USA) for approximately 2 h on an orbital shaker at 37 °C. Then, the cell suspension was centrifuged at 1000 rpm for 10 min after filtration though 75 um pore filter. Primer cells were cultured in DMEM/F12 (HyClone, UT, USA) with 10% FBS at 37 °C in humidified 5% CO_2_, and the medium was changed after 48 h.

**Cell immunofluorescence**

Cells were seeded in a 12-well plate with coverslips in each well. After PBS washing, cells were fixed with 4% paraformaldehyde and permeabilized with 0.1% Triton X-100 for 10 min. Cells were then blocked with 1% bovine serum albumin (BSA) for 1 h at room temperature before incubation with primary antibodies against anti-FAP (1:100, CST, Boston, MA, USA), anti-α-SMA (1:100, ABclonal, Wuhan, China) and anti-CRMP2 (1:100, ABclonal) at 4°C overnight. FITC (green) or red (red)-conjugated secondary antibodies (Santa Cruz, CA, USA) were incubated with primary antibodies for 1 h. Nuclear staining was performed with DAPI and photographed using fluorescence microscope.

**Liquid chromatography mass spectrum (LC-MS/MS) analysis**

The samples were resuspended in a lysis buffer containing phosphatase inhibitor cocktail and PMSF. After an in-solution digestion procedure, protein peptides were lyophilized at 30°C and stored at -80°C. Proteome analysis was performed using a Fusion mass spectrometer (Thermo Fisher scientific, USA). The dried peptides were dissolved in 2% acetonitrile with 0.1% formic acid and loaded on a reverse-phase analytical column (Eksigent, C18, 3μm, 150mm×75μm). Eluted peptides were separated over a 78 min gradient of phase B (98% CAN with 0.1% formic acid) at 300 nL/min flow rate. An electrospray voltage of 2.0 kV versus inlet of mass spectrometer was used.

**RNA sequencing and bioinformatics analysis**

Total RNA was isolated from cells using an RNA-Quick purification kit (ES science, China) according to the manufacturer’s protocol. Briefly, the mRNA was enriched by oligodT according to the instructions of NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, USA). The fragmented were fragmented to approximately 200bp. The RNA fragments were subjected to first and second strands cDNA synthesis, followed by adaptor ligation and low cycle enrichment according NEBNext Ultra RNA Library Prep Kit for Illumina instruction. Purified library products were evaluated using Agilent 2200 TapeStation and Qubit (Thermo Fisher Scientific, USA). The libraries were sequenced by Illumina (Illumina, USA) with paired-end 150 bp at RiboBio Co. Ltd (RiboBio, China).

For bioinformatic analysis, sequencing read quality was inspected using the FastQC software. For gene differential expression analysis, statistically significant DE genes were obtained by an adjusted P < 0.05, and |log2(foldchange)| > 1 using the DEseq/DESeq2/edgeR/DEGseq software. 

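The tools named here model the spread between replicates in different ways. On the 16222 genes kept by the low-count filter, DESeq2 called 834 genes upregulated and 1314 downregulated at the same thresholds, of which 803 and 1314 were also called by edgeR. A Poisson model of the kind DEGseq uses, which assumes no biological spread between replicates, called 845 and 1479, of which 830 and 1431 were shared. Without a low-count filter, edgeR called 1025 and 1690. A test against a fold change of 2 in place of the threshold (edgeR's glmTreat) called 369 and 467.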

Finally, a hierarchical clustering analysis was performed using the R language package, gplots, according to the RPKM values.

GO terms and KEGG pathway enrichment analyses were performed using “clusterProfiler” package in the RBioconductor /KOBAS3.0 software. Co-expression network was constructed by calculating Pearson correlation coefficient and P-value between multiple genes and illustrated using Cytoscape software. Interaction network of protein-protein internet was constructed using the STRING database and visualised using Cytoscape software.

**Cell co-culture models**

The co-cultured models were conducted using 6-well and 0.4 um Transwell inserts (Corning, Acton, MA, USA). SKOV3 and A2780 cells with a density of 1×10^6^ per well were seeded in the lower chamber, while 2×10^5^ CAFs were seeded in the upper chamber. The culture mediums used in co-culture model were the same as previous described. After co-culturing for appropriate time, OCCs were then collected for the extraction of total protein and immunoblot.

**Human umbilical vein endothelial cells (HUVECs) tubule formation assay.**

Growth factor-reduced Matrigel (BD, CA, USA) was thawed overnight. A total of 100 μl Matrigel was added to each well of pre-cooled 96-well plates and incubated at 37°C cell incubator for 1 h. HUVECs were starved for 24 h before seeding on the pre-coated wells. HUVECs (3×10^4^ per well) were seeded on solid Matrigel with 100 μl of different groups of culture medium. The capillary tubes were observed at different time points within 6 h under a 100×bright-field microscope. The total branch nodes and completed tubes were quantified using ImageJ software (Rawak Software, Germany). Three independent experiments were performed for each treatment group.

**Supplementary figure legends**

**Fig. 1** (A) Immunofluorescence staining for α-SMA and FAP of CAFs and NOFs. (B) Gene Ontology (Go) analysis displayed the top 10 sub-cellular locations of differential proteins. (C, D and E) The 10 major biological functional processes, molecular functions and KEGG signaling pathways of differential expressed proteins.

**Fig. 2** (A) ELISA assay was used to detect concentration of CRMP2 in the supernatant of CAFs, NOFs, and CAFs treated with IgG and CRMP2 neutralization antibody (Ab). (B) A2780 cells were cultured with CAF-CM, NOF-CM, CAF-CM-IgG, and CAF-CM-CRMP2-Ab respectively. Wound healing assay was performed to measure cell migration ability at the time points 0-h, 24-h and 48-h. (C) Cell mobility was examined by wound healing when A2780 cells were treated with different concentration of recombination human CRMP2 (r-CRMP2). (D) RT-qPCR detected the background expression of CRMP2 in SKOV3 and A2780. (E) The transfection efficacy of over-expressed CRMP2 plasmids in A2780 was verified by RT-qPCR. (F and G) RT-qPCR and western blot detected the silencing efficacy of four targeted si-RNAs of CRMP2 in primary CAFs. (H) RT-qPCR validated the silencing effect of CRMP2-si-RNA3 (KD-3) and CRMP2-si-RNA4 (KD4) in SKOV3 cells. Results are presented as the mean ± SD of three independent experiments. ***P<0.001.

**Fig. 3** (A-E) Silencing CRMP2 in SKOV3 cells with CRMP2-si-RNA3 (KD3) and CRMP2-si-RNA4 (KD4). (A) Cell viability was detected by CCK8 assay in SKOV3-NC, SKOV3-KD3 and SKOV3-KD4 cells. (B and C) Cell migration ability was measured by wound healing assay (100× magnification). (D and E) Tanswell assays were used to observe cell invasion ability (100× magnification). (F-J) Overexpressing CRMP2 in A2780 cells using DPYSL2(CRMP2)-pTSB02-GFP-PURO plasmid. (F) CCK8 assay detected cell viability in CRMP2 over-expressed A2780 (A2780-OE) and A2780-Vector. (G and H) Cell migration ability was observed via wound healing assay (100× magnification). (I and J) Transwell assay was used to assess cell invasion ability of A2780-OE and A2780-Vector (100× magnification). Results are presented as the mean ± SD of three independent experiments. **P<0.01, ***P<0.001, ns: not significant.

**Fig. 4** (A) Volcano plot presented the up-regulated genes (red spots) and the down-regulated genes (green spots) in A2780 treated with r-CRMP2 group (|log2[fold change]|)>1 and Q-value<0.05). (B) GO functional annotation analysis presents the biological process (BP), cellular component (CC) and molecular function (MF) of differential genes. Responding to hypoxia and glycolysis were the predominant BP of the differential genes (GOBPID:00016666, P=4.73e-06). (C) GEPIA public database revealed that CRMP2 was positively correlated HIF-1α. (R=0.46 and P=0). (D and E) Western blotting validated PI3K-Akt-mTOR pathway using co-culture models from one day (1D) to three days (3D). UN1-3: cells untreated with CAF-CM were set as the controls of 1-3 day. (F and G) Western blotting detected the PI3K-Akt-mTOR pathway after treatment with different concentrations of r-CRMP2(ng/ml).

**Fig. 5** (A and B) The full-length HIF-1α western blots of co-culture model. UN1-3: cells untreated with CAF-CM were set as the controls of 1-3 day. (C and D) The full-length HIF-1α western blots under treatment of different concentrations of r-CRMP2 (0,10,20,40ng/ml). (E and F) The full-length HIF-1α western blots after knocking down CRMP2 in SKOV3 cells and overexpressing CRMP2 in A2780 cells. UN: untreated.

**Fig. 6** (A) HUVECs were cultured with CAF-CM, NOF-CM, CAF-CM +IgG, and CRMP2-neutralization antibody (Ab). Representative tube formation images were photographed at the time point of 6-h after HUVECs were cultured on the BD Matrigel. The number of branch nodes and loops were analyzed by ImageJ software. (B) Tube formation assay was performed to observe tube formation ability of HUVECs cultured with different concentration of r-CRMP2. (C and D) Immunofluorescence (IF) analysis validated α-SMA and CRMP2 expression in ovarian cancer tissues (T) and in para-carcinoma tissues (P). Results are presented as the mean ± SD of three independent experiments. *P < 0.05, ***P < 0.001.

# Supplementary material for: CRMP2 derived from cancer associated fibroblasts facilitates progression of ovarian cancer via HIF-1α-glycolysis signaling pathway
**Source:** Cell Death Dis. 2022 Aug 4;13(8):675. doi: 10.1038/s41419-022-05129-5
**Supplement:** Supplementary file 8 — Supplementary table 1

| Accession number | Entry name | Protein name | Gene name | URL | Ratio | P value |
| --- | --- | --- | --- | --- | --- | --- |
| O95965 | ITGBL_HUMAN | Integrin beta-like protein 1 | ITGBL1 OSCP TIED | https://www.uniprot.org/uniprot/O95965 | 6.47 | 0.002 |
| Q16555 | DPYL2_HUMAN | Dihydropyrimidinase-related protein 2 (DRP-2) (Collapsin response mediator protein-2) (CRMP2) | DPYSL2 CRMP2 ULIP2 | https://www.uniprot.org/uniprot/Q16555 | 5.44 | 0.007 |
| Q07092 | COGA1_HUMAN | Collagen alpha-1 (XVI) chain | COL16A1 FP1572 | https://www.uniprot.org/uniprot/Q07092 | 3.59 | 7.90E-06 |
| P26639 | SYTC_HUMAN | Threonine--tRNA ligase 1, cytoplasmic (Threonyl-tRNA synthetase) (ThrRS) (Threonyl-tRNA synthetase 1) | TARS1 TARS | https://www.uniprot.org/uniprot/P26639 | 3.42 | 0.009 |
| Q15063 | POSTN_HUMAN | Periostin (PN) (Osteoblast-specific factor 2) (OSF-2) | POSTN OSF2 | https://www.uniprot.org/uniprot/Q15063 | 3.35 | 0.031 |
| Q04917 | 1433F_HUMAN | 14-3-3 protein eta (Protein AS1) | YWHAH YWHA1 | https://www.uniprot.org/uniprot/Q04917 | 3.15 | 0.021 |
| Q99538 | LGMN_HUMAN | Legumain (Asparaginyl endopeptidase) (Protease, cysteine 1) | LGMN PRSC1 | https://www.uniprot.org/uniprot/Q99538 | 3.08 | 0.003 |
| Q99497 | PARK7_HUMAN | Parkinson disease protein 7 (Maillard deglycase) | PARK7 | https://www.uniprot.org/uniprot/Q99497 | 3.00 | 0.007 |

**Supplementary table 1. The top eight differential proteins expressed in the supernatant of CAFs compared with NOFs.**

# Supplementary material for: CRMP2 derived from cancer associated fibroblasts facilitates progression of ovarian cancer via HIF-1α-glycolysis signaling pathway
**Source:** Cell Death Dis. 2022 Aug 4;13(8):675. doi: 10.1038/s41419-022-05129-5
**Supplement:** Supplementary file 9 — Supplementary table 2

**Supplementary table 2. The antibodies and dilution rate used in this research.**

| Name of Antibody | Company | Code | Dilution ratio |
| --- | --- | --- | --- |
| FAP | CST | #66562 | 1:1000 |
| α-SMA | ABclonal | A1011 | 1:500 |
| Vimentin | Arigo | ART66199 | 1:1000 |
| CRMP2 | ABclonal | A14570 | 1:500 |
| HIF-1α | Abcam | ab51608 | 1:1000 |
| HK2 | ABclonal | A0994 | 1:500 |
| PGK1 | Santa Cruz | Sc-130335 | 1:1000 |
| PFKFB3 | ABclonal | A3934 | 1:500 |
| PKM2 | Santa Cruz | sc-365684 | 1:500 |
| PDK1 | ABclonal | A8930 | 1:1000 |
| LDHA | ABclonal | A0861 | 1:1000 |
| GLUT3 | ABclonal | A4137 | 1:500 |
| VEGFA | Santa Cruz | sc-271789 | 1:1000 |
| PI3K kinase p110α | CST | #4225 | 1:1000 |
| AKT | CST | #9272 | 1:1000 |
| Phospho-AKT(Ser473)  Phospho-S6K(Ser235/236) | CST  CST | #4060  #4858 | 1:1000  1:1000 |
| GADPH | ABclonal | A19056 | 1:2000 |
| β-actin | Proteintech | 20536-1-AP | 1:2000 |
| goat antirabbit IgG  goat antimouse IgG | ABclonal  Jackson | AS014  115-035-003 | 1:4000  1:4000 |

# Supplementary material for: CRMP2 derived from cancer associated fibroblasts facilitates progression of ovarian cancer via HIF-1α-glycolysis signaling pathway
**Source:** Cell Death Dis. 2022 Aug 4;13(8):675. doi: 10.1038/s41419-022-05129-5
**Supplement:** Supplementary file 10 — Supplementary table 3

**Supplementary table 3. A list of primers used in this study.**

| Gene | Forward sequence (5’ to 3’) | Reverse sequence (5’ to 3’) |
| --- | --- | --- |
| β-actin | CTACCTCATGAAGATCCTCACC | AGTTGAAGGTAGTTTCGTGGAT |
| α-SMA | CTATGAGGGCTATGCCTTGCC | GCTCAGCAGTAGTAACGAAGGA |
| FAP | ATGAGCTTCCTCGTCCAATTCA | AGACCACCAGAGAGCATATTTTG |
| Vimentin | GACGCCATCAACACCGAGTT | CTTTGTCGTTGGTTAGCTGGT |
| CRMP2 | GATCCCCGGAGGAATTGACG | GGCTCAGGAACAACGTGGTC |
| HIF-1α | GAACGTCGAAAAGAAAAGTCTCG | CCTTATCAAGATGCGAACTCACA |
| HK2  PGK1 | GAGCCACCACTCACCCTACT  TGGACGTTAAAGGGAAGCGG | CCAGGCATTCGGCAATGTG  GCTCATAAGGACTACCGACTTGG |
| PFBFB3 | ATTGCGGTTTTCGATGCCAC | GCCACAACTGTAGGGTCGT |
| PKM2 | ATGTCGAAGCCCCATAGTGAA | TGGGTGGTGAATCAATGTCCA |
| PDK1 | CTGTGATACGGATCAGAAACCG | TCCACCAAACAATAAAGAGTGCT |
| LDHA | ATGGCAACTCTAAAGGATCAGC | CCAACCCCAACAACTGTAATCT |
| GLUT3 | GCTGGGCATCGTTGTTGGA | GCACTTTGTAGGATAGCAGGAAG |
| VEGFA | AGGGCAGAATCATCACGAAGT | AGGGTCTCGATTGGATGGCA |

# Supplementary material for: CRMP2 derived from cancer associated fibroblasts facilitates progression of ovarian cancer via HIF-1α-glycolysis signaling pathway
**Source:** Cell Death Dis. 2022 Aug 4;13(8):675. doi: 10.1038/s41419-022-05129-5
**Supplement:** Supplementary file 11 — Supplementary table 4

**Supplementary table 4. si-RNAs used in this study.**

| si-RNA | Forward sequence (5’ to 3’) | Reverse sequence (5’ to 3’) |
| --- | --- | --- |
| DPYSL2-1 | CUGAGUGUGAUCCGGGAUAdTdT | UAUCCCGGAUCACACUCAGdTdT |
| DPYSL2-2 | GAGUGUGAUCCGGGAUAUUdTdT | AAUAUCCCGGAUCACACUCdTdT |
| DPYSL2-3 | CUAACGGAUUGCCAGAUUUdTdT | AAAUCUGGCAAUCCGUUAGdTdT |
| DPYSL2-4 | GACCAACUGCCCGCUGUAUdTdT | AUACAGCGGGCAGUUGGUCdTdT |

How the deposited data were processed for this re-analysis (not part of the article)

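Gene expression was measured by sequencing of polyadenylated RNA from A2780 cells, with 3 untreated and 3 r-CRMP2-treated cultures. The authors counted reads on 44591 genes and deposited the counts of each library without normalization, together with TPM values that follow from the counts and gene lengths. The paper's text does not name the aligner, the counting tool, the genome build, the annotation or whether strand was used. The deposited positions differ from the annotation at hand (GENCODE, GRCh38): of 29008 gene names shared with it, 31 had the same position. Coordinates are therefore printed as deposited. In the files, 27 gene names had been converted to dates, and these were kept as listed.

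Between 21888530 and 25711353 counts per library were available. The TPM values were used only to check that they follow from the counts. Groups were compared with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) after TMM normalization and edgeR's filter on low counts. The adjusted p-value threshold was 0.05 (Benjamini-Hochberg) and the log2 fold change threshold was 1, as in the paper. Standard errors are from the spread of log2 CPM between replicates, with a prior count of 2. The replicate numbers 1 to 3 that the labels give to both groups were used as a block in 1 alternative. The pathway lists were written by hand, because KEGG and GO membership was not used here. They were tested with a one-sided Fisher's exact test (4 lists) and with limma's camera (3 lists, inter-gene correlation 0.01). The genes named in the text are those the paper names for this pathway, members of the HIF-1 signaling and Hedgehog signaling lists past both thresholds, and the 5 largest rises and 5 largest falls among genes past both thresholds with a mean normalized count of at least 50 and no overlap between the groups. Some genes that meet this rule are not reported here. A few others (GAPDHS, UFSP2, AP2B1, SLC2A14, RNR1, RNR2, TXNIP, ARRDC4 and CDKN1A) were added after the values were seen or as part of a test described with them.

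The alternatives were DESeq2 (1.42.0), RLE size factors, library size alone, no low-count filter, at least 10 counts in every sample, no fold change threshold, a test against a fold change of 2, no biological dispersion, the replicate block, leaving out each of the 6 libraries in turn, a background of all genes listed and an estimated inter-gene correlation. On simulated counts drawn from the means and totals of the 6 libraries, the edgeR test recovered 190 of 190 genes changed by 2 on the log2 scale, and smaller changes were not simulated, with 2 false calls among 16182 genes tested. None of 100 random lists of unchanged genes had a camera p-value under 0.05 there, so that test made fewer calls than its nominal rate. The simulated genes were independent of each other, which real genes are not. All were drawn with 1 common dispersion, 0.00499, and the changes were planted equally up and down. The simulation therefore does not bear on spread that differs between genes or on TMM factors that differ between groups.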

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

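The 4 largest rises were in genes that the paper does not discuss, which is why they are listed: EDN2 (log2 fold change 5.83), ANKRD37 (4.43), LOC100420062 (4.02) and ADM (3.70). All 3 r-CRMP2 libraries were above all 3 untreated libraries for each, which the choice of the genes required. The tests below were set before their results were seen but after the genes were known.

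In the fits that each left out 1 library, the smallest log2 fold change of the 4 genes was 3.56. The genes were chosen as large rises without overlap between the groups, so this test could hardly have come out otherwise and shows nothing about stability. With library size alone the smallest was 3.38. That scaling moved the 4 genes by at most 0.32, too little to take any of them below the threshold, so this shows nothing about stability either. After a correction for GC content and gene length the smallest was 3.71, but this check is void, because 3 of the 4 genes (75%) had a GC value. A search of the transcripts found that 1 of the 4 genes, ANKRD37, shares a stretch of 911 bases at 100% identity with another gene that rose, UFSP2 (log2 fold change 2.20). Shared reads may account for part of either rise, but UFSP2 rose less than ANKRD37, so reads of UFSP2 alone do not account for the rise of ANKRD37. LOC100420062, a pseudogene inside AP2B1, was searched only through a shorter pseudogene transcript annotated at its position, which had no such match, and with strand use not stated its reads cannot be told apart from those of AP2B1. For EDN2 and ADM no shared sequence was found. ADM and ANKRD37 are members of the HIF-1 target list, which rose as a group. A treatment effect is 1 hypothesis for these, and the design compares treated with untreated cultures only, so it cannot separate r-CRMP2 from anything else that differed between the 2 sets of cultures.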

How the results depend on the processing

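The alternatives were set before the data were examined, except the split of the list tests by direction, which was chosen after the values were seen.

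The counts of 831 upregulated and 1437 downregulated genes became 489 and 2553 with library size alone (upregulated genes fell from 36.6% to 16.1% of the calls), 4574 and 4875 without a fold change threshold, and 369 and 467 in a test against a fold change of 2. With at least 10 counts in every sample, 577 genes were upregulated and 946 downregulated. They ranged from 803 to 927 and from 1386 to 1621 across the 6 fits that each left out 1 library.

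The odds ratio of the HIF-1 signaling list, 1.20, was below 1 with library size alone (0.77). The list passed the threshold without a fold change threshold (1.75), in the test against a fold change of 2 (3.01) and with a background of all genes listed (2.79). That background includes genes that could not have been called. That of the glycolysis/gluconeogenesis list, 1.30, was 0.78 with library size alone, and the list passed without a fold change threshold (1.82) and with the background of all genes listed (2.49). It ranged from 0.98 to 1.73 across the 6 fits that each left out 1 library. The Hedgehog signaling list (1.76) passed without a low-count filter (2.40), without a fold change threshold (2.22) and with the background of all genes listed (4.07). The ZNF genes (1.97) lost the threshold in the test against a fold change of 2 (1.46). With library size alone, the HIF-1 signaling list had 13 genes past both thresholds against 14, and the glycolysis/gluconeogenesis list 7 against 8. All calls went from 2268 to 3042, and the downregulated ones from 1437 to 2553. The 2 odds ratios therefore fell below 1 mainly through added falling calls outside the lists. The causes of the other changes were not tested.

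Split by direction after the values were seen, the odds ratios among rising genes only were 3.33 for HIF-1 signaling (adjusted p = 0.00165 from Fisher's exact test over 8 tests) and 3.34 for glycolysis/gluconeogenesis (adjusted p = 0.0225 from Fisher's exact test), and 0.42 for Hedgehog signaling and 0.21 for ZNF genes. Among falling genes only they were 0.12, 0.23, 2.58 (adjusted p = 0.0313 from Fisher's exact test) and 3.15. Because this split was not set beforehand, it does not replace the test in either direction.

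The median log2 fold changes of the HIF-1 target list (1.28), the glycolytic enzyme list (0.64) and the ZNF genes (-0.36) kept their direction in every alternative run. All 3 lists lost the threshold once the inter-gene correlation was estimated (medians 1.28, 0.64 and -0.36, adjusted p = 0.213 from camera). They share this adjusted value because the adjustment gave each the largest of their p-values. The direction tests were not run under the alternatives that change only the calls. With the replicate number as a block, the counts were 819 and 1437, and the ZNF median was -0.37. Of the single genes named, none reversed, and 15 results lost the adjusted p-value threshold in an alternative, 13 of them in the test against a fold change of 2. Genes whose log2 fold change was already under 1, such as HIF1A, PGK1 and LDHA, could not have passed that test. Their loss there shows nothing about stability. Counted apart from the 15 results, 7 results fell below the fold change threshold: ALDOA, ALDOC, EGLN3, MKNK2 and CSNK1E with library size alone (0.73, 0.75, 0.93, 0.93 and 0.84), and ALDOA and CCND1 in 1 fit each that left out 1 library (0.99 and -0.98). PGK1 came past it in 4 alternatives.

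Among the 4 splits of the 6 libraries that part all same-numbered pairs, 1 (the real one) gave as many upregulated genes, and 1 as many downregulated genes. For the overlaps of each of the 4 lists and the directions of the HIF-1 target and glycolytic enzyme lists, 1 of 4 splits gave a result as large, again the real one. The other splits called no genes, so their overlaps had nothing to count and this comparison says nothing more about the overlaps. For the direction of the ZNF genes, 2 of 4 did. With 4 splits, the share cannot be small enough to set chance aside. The 9 splits other than the real one gave 0 genes at an adjusted p-value under 0.05, and between 48 and 204 at an unadjusted p under 0.05.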

Differences from the paper's values

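The paper's total is 51711457 reads, and the counts deposited for the 6 libraries sum to 143167481. None of the alternatives set before the data were examined bears on this total.

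The paper's counts of 1045 upregulated and 1500 downregulated genes and of 16 HIF-1 signaling genes were within 1.5 times of the values here (831, 1437 and 14). The list here is hand-written, so its members need not be the paper's. The list had 16 genes past both thresholds with DESeq2, with RLE size factors and without untreated replicate 1.

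The paper lists PGK1 among the differential HIF-1 signaling genes. Its log2 fold change here was 0.98, under the threshold of 1. It was past the threshold with DESeq2 (1.00469), with RLE size factors (1.00468), without untreated replicate 1 (1.07), without r-CRMP2 replicate 1 (1.04) and where no fold change threshold was applied.

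The paper ranks HIF-1 signaling and Hedgehog signaling among the most enriched pathways and calls glycolysis/gluconeogenesis significant. Its figure gives P-values for KEGG pathways, and its background is not stated. The values here are for hand-written lists against the genes tested, so they do not repeat the paper's test. Before adjustment, the p-values here were 0.312, 0.0889 and 0.310 from the one-sided Fisher's exact test. Here the adjusted p-values were 0.312, 0.178 and 0.312 from the one-sided Fisher's exact test over 4 lists. Over the alternatives set before the data were examined they ranged from 0.00156 to 0.843, from 0.000946 to 0.322 and from 0.0218 to 0.843. All 3 lists passed without a fold change threshold (0.0239, 0.0239 and 0.0417) and with a background of all genes listed (0.00156, 0.000946 and 0.0218). HIF-1 signaling also passed in the test against a fold change of 2 (0.0059), and Hedgehog signaling also passed without a low-count filter (0.0322). Split by direction, a choice made after seeing the values, HIF-1 signaling and glycolysis/gluconeogenesis passed among rising genes (0.00165 and 0.0225) and Hedgehog signaling among falling genes (0.0313).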

Other observations

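The depth test, the test for removed low counts and the test of the ZNF genes without r-CRMP2 replicate 3 were chosen after the result was seen. The added gene lists were written after the values of the differential genes had been looked at, and INSIG1, STC2, EGR1 and EGR2, whose changes had been seen, were left out of them.

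The ZNF genes fell as a group, with a median log2 fold change of -0.36, and 259 of the 356 were lower. After a correction for GC content and gene length the median was -0.31, outside the middle 95% of 10000 random lists matched on mean expression (-0.18 to -0.04), so GC content and length do not fully account for it. The distance of the ZNF median from that of all genes was -0.33 with library size alone, but scaling moves all genes alike and could not have changed this. The fall was found mostly in genes with few counts. Among the 149 ZNF genes with a mean count of at least 200 the median was -0.045, against 0.052 for the 9737 other genes at that level, and among the 207 ZNF genes under it the median was -0.64, against -0.21 for the 6129 others. The criterion set beforehand was a median below 0, which -0.045 meets, but a value this close to 0 decides little by itself. Of the 6 libraries, r-CRMP2 replicate 3 had far less of the background described next, and without it the ZNF median was -0.37 (adjusted p = 1.4e-05 from camera, over a range from 1.16e-06 to 0.213 in the alternatives), so the background missing from that library does not account for the fall. Why the fall was mostly in genes with few counts was not tested.

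In r-CRMP2 replicate 3, 22438 genes had at least 1 count, against 25152 to 26302 in the other 5 libraries, although it had the most counts. Thinned to the same total as the smallest r-CRMP2 library, it still had 22182, against 25394 and 25152 in replicates 1 and 2, so depth does not account for it. Counts of 1 were present for 2125 genes, so they had not been removed. Olfactory receptor genes, which most cells do not express, were used to look at background. Their 374 coding genes had 221 to 254 counts in each of the other 5 libraries and 19 in replicate 3, which per kb was 12.4 times as many in the other 5. Their 39 pseudogenes had 12 to 22 counts in each of the other 5 and 0 in replicate 3. In the other 5 libraries, coding genes had 1.44 times the counts per kb of pseudogenes, under the ratio of 2 set beforehand, so reads limited to coding exons are not the better account, and a low level of genomic DNA in the other 5 libraries is a candidate explanation. The pseudogenes hold few counts, and reads of unspliced RNA were not tested. Without replicate 3 the number of differential genes was 0.967 times that with all 6 libraries. No biological explanation was tested, since replicates 1 and 2 had the same treatment.

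The mitochondrially encoded share of the counts was 6.19% to 6.59% in the untreated libraries and 3.76% to 4.10% in the r-CRMP2 libraries. Summed over the 13 mitochondrial coding genes, the TMM-normalized counts were 45970 ± 2318 CPM (SD, n = 3) in untreated and 26091 ± 1539 CPM (SD, n = 3) in treated cells, a log2 ratio of -0.82, and every treated library was below every untreated one, which 3 against 3 gives by chance in 10% of cases over both directions. Each of the 13 genes was lower, with a median log2 fold change of -1.20. The ribosomal RNAs went the other way, by 0.73 for RNR1 and 0.53 for RNR2, so carry-over of ribosomal RNA is not the account. The nuclear-encoded oxidative phosphorylation genes did not fall (median 0.028, adjusted p = 0.743 from camera over 5 lists). With library size alone their median was -0.29, and camera placed them lower than the other genes (adjusted p = 0.0353 from camera). The median of all genes tested was -0.34 with that scaling, so the list median lay above it. That scaling moves all genes alike, so the change of sign does not show that these genes fell. A lower level of mitochondrial messenger RNA after r-CRMP2 is a hypothesis. A difference in library preparation between the groups could give the same pattern and was not tested, since the labels name no batches.

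Other states of the treated cultures were looked at. The targets of the integrated stress response did not rise (median log2 fold change -0.080, adjusted p = 0.754 from camera), nor did cholesterol synthesis (0.076, adjusted p = 0.134 from camera, and -0.23 with library size alone). The immediate-early genes had a median of 0.34 and did not pass (adjusted p = 0.117 from camera). At the adjusted p-value threshold, 14 of the 22 were higher and 7 lower. They passed with the replicate block (adjusted p = 0.0367 from camera) and with library size alone (median 0.024, adjusted p = 0.00779 from camera). EGR1, an immediate-early gene left out of the list, fell (log2 fold change -4.55). TXNIP and ARRDC4, which fall when glucose is short, rose by 0.99 and 0.23. The shift of log2 fold changes between TMM and library size alone was 0.32. The rise of ARRDC4 was smaller than this shift, so its direction depends on the scaling, and that of TXNIP was larger. The proliferation list had a median of 0.31 (adjusted p = 0.000193 from camera), with 22 of 32 genes higher and 3 lower at the adjusted p-value threshold, but the median was -0.0051 with library size alone, where the list was still higher than the other genes (adjusted p = 0.00246 from camera). With an estimated inter-gene correlation the list did not pass (adjusted p = 0.0622 from camera). Other cell-cycle genes, chosen after their values were seen, changed in the direction opposite to faster proliferation: the inhibitors CDKN1B and CDKN1A rose (log2 fold change 1.34 and 0.99) and CCND1 fell (-1.04).

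The paper measures GLUT3 and CRMP2 in these cells by other assays. In the RNA-seq libraries, SLC2A3, which encodes GLUT3, had a log2 fold change of 2.84 (standard error 0.16, adjusted p = 7.62e-14 from edgeR's quasi-likelihood test). Its near-identical paralog SLC2A14 was at 0.172 CPM in untreated and 0.432 CPM in treated cells, so few reads had been assigned to it. PKM had a log2 fold change of 0.50 (0.19 with library size alone) and DPYSL2, which encodes CRMP2, of 0.66.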
